A study of Mus musculus with 12 samples.

How the data were processed

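The data were 12 libraries of hippocampal RNA from 2-month-old mice, 3 for each of 4 genotypes. Per the labels' protocols, total RNA was extracted with Trizol, RNA with an integrity number above 7 was made into QuantSeq 3′ mRNA libraries in the forward orientation with 14 amplification cycles, and the libraries were sequenced on an Illumina NextSeq. All libraries carry the same batch label. The deposited table holds raw counts of reads per gene symbol, 1 column per library, with no normalization by the authors that the file or the labels record. The aligner, the counting program and its version, the genome build, the annotation and the use of strand are not stated in the labels; the table ends in 5 summary lines with the names that HTSeq-count writes. Those lines were left out of library sizes and tests. They held, per library, 28.9% to 33.5% of reads outside any feature, 18.6% to 25.4% not aligned, 9.57% to 12.1% aligned to several places and 0.226% to 0.291% ambiguous, so that 32.2% to 38.5% of the reads in the table were assigned to genes. The share outside any feature was 32.4% to 33.5% in every library with the 5xFAD label and 28.9% to 31.3% in every library without it. Comparisons of carriers with other libraries are thus confounded with this share, and its source was not tested. Reads aligned to several places were not counted, so genes with near-identical copies, overlapping genes and antisense genes are uncertain. Columns that belong to other samples numbered 0. Genes are named by the symbol the file gives, and no coordinates are printed because no build is named.

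Sequencing depth was 4316739 to 6683613 gene-assigned counts per library, with 15469 to 15914 genes seen, and the 10 most abundant genes took 4.64% to 6.26% of counts. That last share was 5.87% to 6.26% in 5xFAD and 4.64% to 5.03% in WT. Intervals and limits derived from counts cover counting error only, since amplified reads without molecular identifiers are not independent molecules. A level at or under 3 counts was treated as the limit of measurement, and a fold change against a genotype whose libraries were all at or under it was computed as a lower bound.

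Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were filtered with filterByExpr by genotype, library sizes were scaled by TMM (factors of 0.975 to 1.03), and a quasi-likelihood model with a mean per genotype was fitted to all 12 libraries, so that the genotypes shared an estimate of the spread. The common biological coefficient of variation was 13.8%. The 6 comparisons were 5xFAD against WT, p75NTRko against WT, 5xFAD/p75NTRko against 5xFAD, against p75NTRko and against WT, and the interaction of both genotypes, each with Benjamini-Hochberg adjustment over 13065 genes and a threshold of 0.05. CPM values were computed on TMM-scaled library sizes, and means are given with the SD over 3 libraries. Log2 CPM used a prior count of 2. Standard errors were derived from the fold change and its F statistic. With 3 libraries against 3, an exact permutation test of a single gene cannot reach an adjusted threshold of 0.05, so per-gene calls rest on the model across genes.

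Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation of 0.01), adjusted over 36 tests, with fry and an estimated correlation as alternatives. Of 11 lists, 6 were tested (neurogenesis, disease-associated microglia, homeostatic microglia, reactive astrocyte, immediate early and oligodendrocyte genes), 4 described tissue carried along in dissection (choroid plexus, thalamus and habenula, striatum, blood) and 1 described sex. No gene was in more than 1 list, and all 18 choroid plexus, 16 of 18 thalamic, 12 of 18 striatal and 3 of 10 blood markers passed the filter in these hippocampal libraries. The lists, the comparisons, the tests, most alternatives and the rule for named genes were fixed before the data were examined. That rule named Ngfr, Thy1, App, Gfap, Cst7, Trem2, Dcx and a further gene not reported here, then for each comparison up to 3 rises and 3 falls among genes past the threshold whose libraries did not overlap (for the interaction, without the overlap condition), and the 2 smallest p-values where no gene passed; list members were named when called or among the 3 smallest p-values of their list. Genes outside this rule are said to have been chosen after their values were seen.

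Gene neighbourhoods came from the RefSeq table of GRCm38.p6, in which 95.6% of tested genes had a position, 448 of them on X and 4 on Y. Simulated counts without genotype effects, drawn independently for each gene, gave reference values of correlations between fold changes and 0.05 to 0.25 calls per comparison on average. The procedure was tested on simulated data with 200 genes changed in a single genotype, among a median of 12934 tested for 2-fold and 12936 for 1.5-fold changes: it recovered 65.7% of genes changed 2-fold and 21.4% of those changed 1.5-fold, with 5.29% and 6.33% of calls among unchanged genes. A list shifted by 0.3 log2 units was called in 12 of 12 simulated tests by camera and in 11 by fry, and 0 of 240 tests of unshifted lists were called; the simulated genes were independent, unlike real ones.

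Alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a mean of at least 50 counts, only the compared genotypes in the fit, a replicate block, an adjusted p of 0.1, windows of 5 and 20 Mb around Ngfr, and leaving out each library. After the data were seen, Xist class (above or below 100 CPM), and scores of the choroid plexus, thalamus and oligodendrocyte lists were added as terms in turn (the oligodendrocyte list was not tested under its own score), genes on X and Y were left out, and an unadjusted p of 0.05 was used near Ngfr. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Reads were not analysed here, so neither the structure of the Ngfr transcripts nor the transgene sequences were examined.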

Results

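Hippocampal RNA from mice 2 months of age was profiled by 3′ mRNA sequencing, which reads the 3′ ends of polyadenylated transcripts, so that a count stands for transcript number and carries no gene-length term. The 12 libraries fell into 4 genotypes of 3 libraries each: wild type (WT), 5xFAD, p75NTRko, and the cross of both (5xFAD/p75NTRko). 5xFAD mice carry human transgenes with familial Alzheimer's disease mutations under a Thy1 promoter, and p75NTRko names a knockout of the p75 neurotrophin receptor, the product of Ngfr. All mice had received BrdU, a thymidine analogue that marks dividing cells. The series title sets the question: how the receptor acts on hippocampal neurogenesis in this disease model. Reads assigned to genes numbered 6660715, 6225132 and 5882196 in WT replicates 1, 2 and 3, 5920107, 5353023 and 4857842 in 5xFAD, 5395755, 4316739 and 6683613 in p75NTRko, and 5889301, 5268701 and 6172547 in 5xFAD/p75NTRko. At these depths 3 counts corresponded to 0.449 to 0.695 CPM (counts scaled to library size), the limit below which a level was treated as not measurable. Of 24421 genes in the table, 13065 passed the expression filter. Rank correlations between libraries of a genotype were 0.973 to 0.990, and no pair of libraries was as close as counting noise alone would make it (chi-square per degree of freedom of at least 3.24).

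The gene named by the knockout label was examined first. Ngfr was higher, not lower, in the libraries labelled p75NTRko and 5xFAD/p75NTRko: 7.02 CPM ± 0.960 (SD, n = 3) and 9.10 ± 2.41 (SD, n = 3), against 1.002 ± 0.894 in WT and 1.10 ± 0.522 in 5xFAD (SD, n = 3 each). All 6 libraries with the receptor label lay between 5.94 and 10.5 CPM (32 to 64 counts) and all 6 without it between 0.166 and 1.94 CPM (1 to 12 counts), a separation with an exact two-sided permutation p of 0.00216 over 924 assignments. The direction therefore ran against the label, and the receptor genotypes are given below only as the libraries were labelled. Any direction assigned to the receptor knockout rests on those labels. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of Ngfr was 2.77 (SE 0.468, adjusted p 0.0822) in p75NTRko-labelled libraries against WT, 2.998 (SE 0.463, adjusted p 0.0478) in 5xFAD/p75NTRko-labelled libraries against 5xFAD, and 3.15 (SE 0.457, adjusted p 0.0614) in 5xFAD/p75NTRko-labelled libraries against WT.

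The 5xFAD label was checked through Thy1 and App. Thy1 averaged 3192 CPM ± 1384 (SD, n = 3) in 5xFAD and 2989 ± 1129 in 5xFAD/p75NTRko-labelled libraries, against 822 ± 102 in WT and 721 ± 30.1 in p75NTRko-labelled libraries (SD, n = 3 each). Every one of the 6 carrier libraries exceeded every other library, which ranged from 687 to 938 CPM. The carriers did not share a level: 5xFAD replicate 3 had 1594 CPM and 5xFAD/p75NTRko replicate 1 had 1778 CPM, while the other 4 had 3176 to 4014 CPM. Mouse App was not past the threshold in 5xFAD against WT, with a log2 fold change of 0.26 (SE 0.119, adjusted p 0.353) by edgeR. Whether transcripts of the human transgenes could be counted under the mouse symbols is not stated in the labels.

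**Figure D1:**
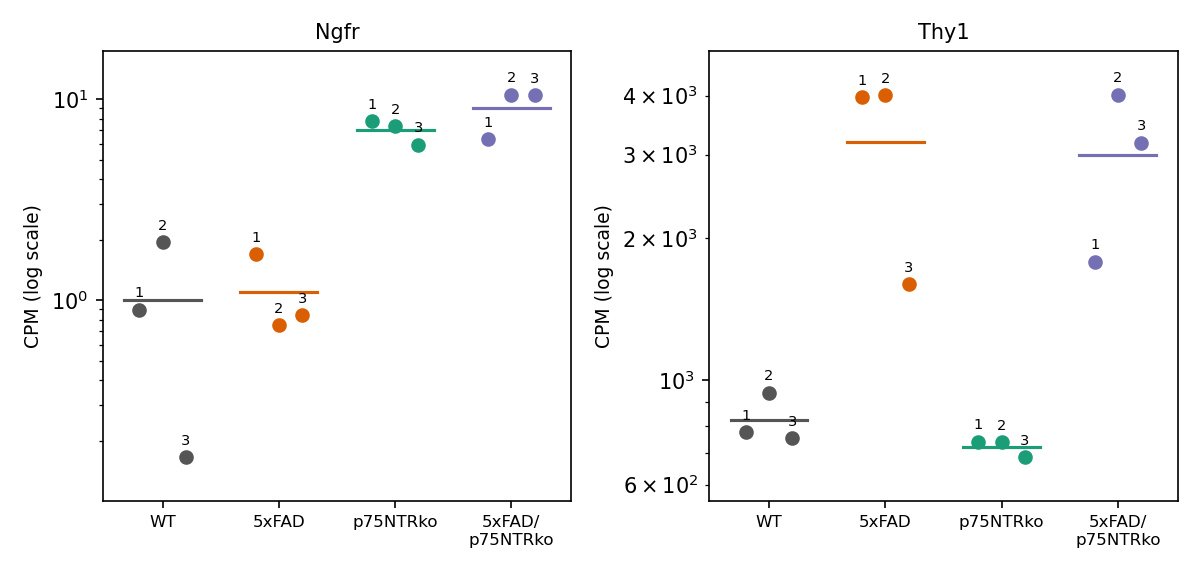
CPM of Ngfr (left) and Thy1 (right) in each library on log axes, by labelled genotype; points are libraries with their replicate number and bars are means of 3. All 6 libraries with the receptor label had 5.94 to 10.5 CPM of Ngfr, above the highest of the others at 1.94, and all 6 carriers of the 5xFAD label exceeded the other libraries in Thy1.

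The libraries also differed in a property the labels do not give. Xist, transcribed from the inactive X chromosome, lay between 359 and 439 CPM in 7 libraries and between 1.53 and 3.57 CPM in the other 5, and the summed CPM of the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d was 0.331 to 1.36 in the former and 156 to 200.2 in the latter. The 7 libraries were all of WT, all of 5xFAD/p75NTRko and p75NTRko replicate 1; the 5 were all of 5xFAD and p75NTRko replicates 2 and 3. Genotype and Xist class were thus completely confounded in 5xFAD against WT and in 5xFAD/p75NTRko against 5xFAD, and partly confounded in both comparisons that involve p75NTRko-labelled libraries. 5xFAD/p75NTRko against WT was the comparison whose libraries were all of a single class.

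**Figure D2:**
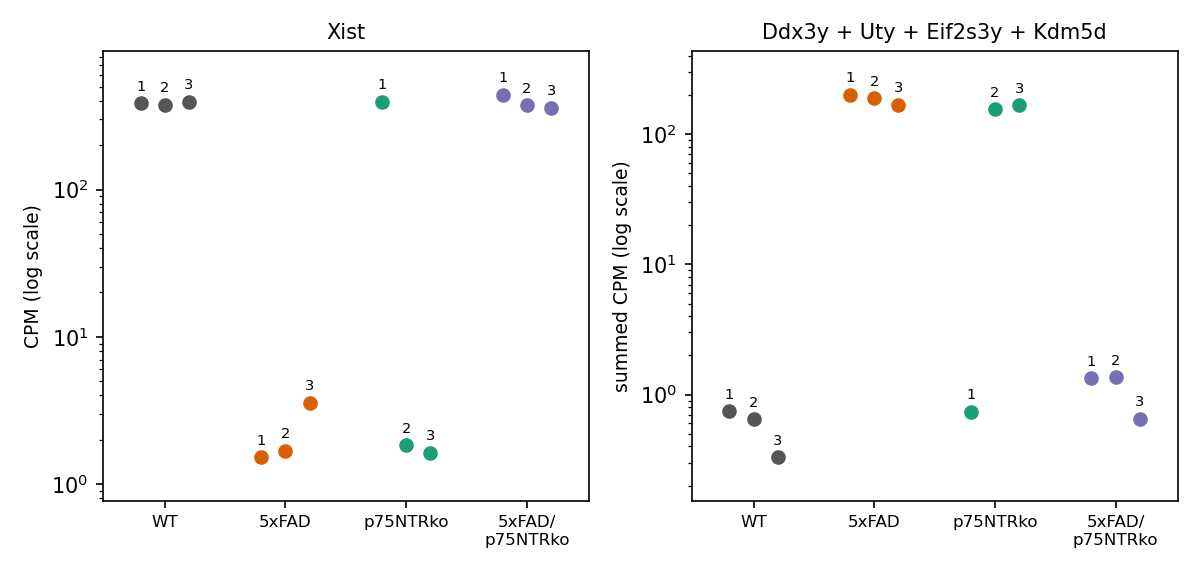
CPM of Xist (left) and summed CPM of Ddx3y, Uty, Eif2s3y and Kdm5d (right) per library on log axes, by labelled genotype, with replicate numbers beside the points. The 7 libraries with 359 to 439 CPM of Xist had at most 1.36 CPM of the Y-linked genes, and the other 5 had at least 156.

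Libraries also differed in markers of adjoining tissue, lists of which had been fixed beforehand. Ttr, the most abundant choroid plexus marker, ranged from 49.4 CPM in 5xFAD/p75NTRko replicate 2 to 6113 CPM in p75NTRko replicate 1. Within the 5xFAD/p75NTRko-labelled libraries alone it ranged over 6.93 log2 units, more than the 3.55 units between the highest and lowest genotype means, and within 5xFAD, WT and p75NTRko-labelled libraries over 3.397, 1.32 and 0.71 units, less than those. The mean log2 CPM of the 18 choroid plexus markers spanned 4.37 log2 units across libraries, and that of the 16 thalamic and habenular markers tested spanned 1.77 units, from 3.24 in 5xFAD/p75NTRko replicate 2 to 5.01 in 5xFAD/p75NTRko replicate 1. The thalamic score was 4.31 to 4.91 in WT, 3.799 to 3.916 in 5xFAD and 3.44 to 3.61 in p75NTRko-labelled libraries, so that it parted WT from both completely, as 10% of orderings of 3 against 3 libraries would. 5xFAD against WT and p75NTRko against WT were thus confounded with this score as well. The 12 striatal markers tested spanned 0.72 units, and every WT library (4.05 to 4.29) lay above the highest of the other genotypes (4.01). The 3 blood markers tested spanned 0.29 units. The first principal component of log2 CPM held 22.7% of the variance and the second 16.6%. WT replicates 1 and 2 and 5xFAD/p75NTRko replicate 3 had the lowest scores on the first, at -23.1, -43.0 and -18.3, and the 4 genotypes did not form separate clusters.

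The effect of the 5xFAD transgenes with the receptor gene as labelled intact was tested in 5xFAD against WT. By edgeR's quasi-likelihood test, 7 of 13065 genes passed an adjusted p of 0.05, 5 higher and 2 lower, while 1812 had an unadjusted p under 0.05 where 653 would be given by chance. DESeq2 moved this count most, to 102 genes, and leaving out WT replicate 3 raised it to 57. Of the 7 genes, 3 were Y-linked: Uty, Ddx3y and Eif2s3y were at least 58.1-fold, 254-fold and 54.3-fold higher, each with WT at or under 3 counts and each with an adjusted p of 0.0369. The others were Thy1 (log2 fold change 1.96, SE 0.305, adjusted p 0.0369), Ide (1.08, SE 0.109, adjusted p 0.000905), Adra1b (-1.85, SE 0.297, adjusted p 0.0369) and Slc38a2 (-0.68, SE 0.109, adjusted p 0.0369). Ide lay outside the rule for named genes and was named after its values were seen. With genes on X and Y left out, Ide alone passed, and with Xist class as a term 0 genes passed. Off X and Y, Thy1, Adra1b and Slc38a2 kept their log2 fold changes of 1.96, -1.85 and -0.68, each with an adjusted p of 0.0587 by edgeR. The adjustment changed with the Y-linked genes gone, so their loss there does not tie them to sex.

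Ide, which encodes insulin-degrading enzyme, had 58.7 CPM ± 0.616 (SD, n = 3) in 5xFAD, 27.7 ± 0.979 in WT, 26.5 ± 1.52 in p75NTRko-labelled and 32.2 ± 3.52 in 5xFAD/p75NTRko-labelled libraries. The lowest 5xFAD library, at 58.0 CPM, exceeded the highest of the other 9, at 36.2 CPM. In the other carriers the gain was smaller and did not pass, with a log2 fold change of 0.28 in 5xFAD/p75NTRko against p75NTRko (adjusted p 0.713, edgeR). Their libraries, at 30.1 to 36.2 CPM, still lay above every WT and p75NTRko-labelled library, which had at most 28.5 CPM. The difference between the transgene effects on both receptor backgrounds, tested as the interaction, was -0.805 (adjusted p 0.172, edgeR) and did not pass. Its neighbour Fgfbp3 moved in the same directions, by 0.86 in 5xFAD against WT (adjusted p 0.176, edgeR) and by -0.74 in 5xFAD/p75NTRko against 5xFAD (adjusted p 0.645, edgeR), without passing. Adra1b was 56.8 CPM ± 19.4 in WT, 15.7 ± 3.33 in 5xFAD, 18.8 ± 2.81 in p75NTRko-labelled and 34.2 ± 13.2 in 5xFAD/p75NTRko-labelled libraries (SD, n = 3 each). Slc38a2 was 340 CPM ± 11.6 in WT against 213 ± 17.2 in 5xFAD (SD, n = 3 each), with p75NTRko-labelled and 5xFAD/p75NTRko-labelled libraries between them at 245 ± 27.4 and 234 ± 30.2.

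**Figure D3:**
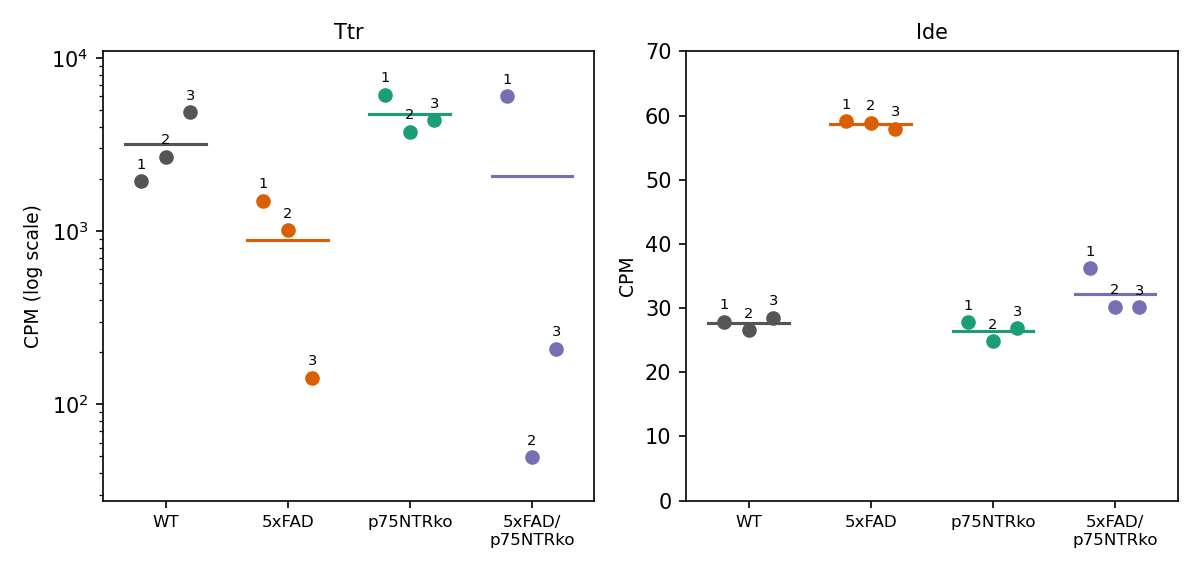
CPM of Ttr (left, log axis) and Ide (right, linear axis from 0) per library, by labelled genotype; points are libraries with their replicate number and bars are means of 3. Ttr ranged from 49.4 to 6113 CPM and varied more within 5xFAD/p75NTRko-labelled and 5xFAD libraries than within WT and p75NTRko-labelled ones. The 3 5xFAD libraries had 58.0 to 59.2 CPM of Ide and every other library at most 36.2.

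The comparison of p75NTRko-labelled libraries with WT asked what the receptor genotype does without the transgenes. No gene passed (0 of 13065 by edgeR), while 1501 had an unadjusted p under 0.05. The 2 genes with the smallest p were Psmd4 (log2 fold change 0.67, SE 0.0970, adjusted p 0.0774) and Med1 (0.86, SE 0.141, adjusted p 0.0822), neither past the threshold. Psmd4 averaged 347 CPM ± 24.2 against 218 ± 13.4 in WT (SD, n = 3 each), and Med1 156 ± 25.1 against 86.1 ± 17.0 (SD, n = 3 each). DESeq2 called 54 genes in this comparison, and leaving out WT replicate 3 gave 26.

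In mice with the transgenes, 5xFAD/p75NTRko-labelled libraries against 5xFAD gave 5 genes past the threshold by edgeR, 1 higher and 4 lower, and 664 genes with an unadjusted p under 0.05 against 653 by chance. The gene that rose was Ngfr (log2 fold change 2.998, adjusted p 0.0478). Uty and Eif2s3y were at least 52.8-fold and 49.3-fold lower (adjusted p 0.0478 for both), and Ddx3y fell from 121 CPM to 0.931 CPM (adjusted p 0.0478). Ide fell by 0.87 on the log2 scale (SE 0.108, adjusted p 0.0140) and was named after its values were seen. With genes on X and Y left out, Ide was the 1 gene that passed, while Ngfr kept its log2 fold change (adjusted p 0.0732 by edgeR). Apart from Ngfr and Ide, all genes called were Y-linked and followed Xist class.

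No gene passed in 5xFAD/p75NTRko-labelled libraries against p75NTRko, the transgene effect on the receptor-labelled background (0 of 13065 by edgeR, 861 with an unadjusted p under 0.05). The smallest p-values belonged to Thy1 (log2 fold change 2.05, SE 0.307, adjusted p 0.110) and Pdlim2 (-0.59, SE 0.104, adjusted p 0.231). Leaving out 5xFAD/p75NTRko replicate 1 raised the count to 25 genes, Thy1 among them at an adjusted p of 0.00622 by edgeR, within a range of 2.31e-05 to 0.920 over the alternatives for that gene. In 5xFAD/p75NTRko-labelled libraries against WT, where all libraries were of the same Xist class, 0 genes passed and 1300 had an unadjusted p under 0.05 by edgeR. The 2 smallest p-values were those of Ngfr and of Med1 (log2 fold change 0.91, SE 0.141, adjusted p 0.0614), and Thy1 had a log2 fold change of 1.86 (SE 0.305, adjusted p 0.0614).

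Whether the receptor label acted differently with and without the transgenes was tested as an interaction. It gave 5 genes past the threshold by edgeR and 1218 with an unadjusted p under 0.05. Of the 5, 4 were the Y-linked genes Uty, Kdm5d, Ddx3y and Eif2s3y, with adjusted p-values of 0.00487, 0.0186, 0.00472 and 0.00487, and they followed the Xist class of the libraries. The other was Adra1b, with an interaction of 2.73 on the log2 scale (SE 0.420, adjusted p 0.0307). Its adjusted p was 0.141 once genes on X and Y were left out, within a range of 2.39e-07 to 0.998 over its alternatives. The estimate stayed at 2.73 there: the adjustment changed with the Y-linked genes gone, not the effect, so this loss does not tie Adra1b to sex. Eif2s3y was named outside the rule for named genes, after its values were seen. No gene passed without X and Y (0 genes). Adra1b also passed in DESeq2, in which 25 genes did.

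Fold changes were then compared across genes, which are not independent replicates. The effects of the receptor label without and with the transgenes, which share no libraries, had a Pearson r of -0.22 and a Spearman rho of -0.09 across 13065 genes, and r was -0.09 without genes on X and Y. In 20 sets of counts simulated without any genotype effect, r lay between -0.03 and 0.03. Genes were simulated independently, whereas real libraries shared deviations from their genotype means (r of -0.22 to 0.34 between genotypes for different replicate numbers). The simulated ranges given here are therefore too narrow to show that an r lies beyond chance. The transgene effects on the 2 receptor backgrounds had an r of -0.14 and a rho of 0.01, and r was -0.00032 without genes on X and Y. 5xFAD against WT and 5xFAD/p75NTRko against 5xFAD share the 5xFAD libraries, which by itself gives a negative value: r was -0.61, against -0.51 in simulation (lowest -0.54, highest -0.49), and -0.52 without genes on X and Y.

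Markers of adult neurogenesis were the list closest to the study's question. Of its 30 genes, 24 were tested, and the list did not pass in any of the 6 comparisons by limma's camera. Its median log2 fold change was 0.17 in 5xFAD against WT (adjusted p 0.361), 0.06 in p75NTRko-labelled libraries against WT (adjusted p 0.558), -0.05 in 5xFAD/p75NTRko against 5xFAD (adjusted p 0.558), 0.07 against p75NTRko (adjusted p 0.890), 0.05 against WT (adjusted p 0.591) and -0.12 for the interaction (adjusted p 0.543). Adjusted over the list alone, 2 genes passed in 5xFAD/p75NTRko against p75NTRko and the same count in the interaction, against 0 over all genes tested. Both were Top2a and Bhlhe22. Top2a fell by 1.75 on the log2 scale in 5xFAD/p75NTRko against p75NTRko (adjusted over the list alone 0.00551, over all genes 0.265, edgeR), from 7.10 CPM ± 1.80 to 2.14 ± 0.846 (SD, n = 3 each), with WT at 3.002 ± 1.11. Bhlhe22 fell by 0.45 (adjusted over the list alone 0.0313, over all genes 0.558, edgeR). Dcx, a marker of immature neurons, was 28.0 CPM ± 4.74 in WT, 25.2 ± 3.82 in 5xFAD, 24.7 ± 1.73 in p75NTRko-labelled and 33.5 ± 9.16 in 5xFAD/p75NTRko-labelled libraries (SD, n = 3 each), with overlapping libraries. Its log2 fold change in 5xFAD/p75NTRko was 0.44 against p75NTRko (SE 0.189, adjusted p 0.747, edgeR) and 0.41 against 5xFAD (SE 0.189, adjusted p 0.970, edgeR). The interaction was 0.59 (SE 0.268, adjusted p 0.527, edgeR), and none of these passed.

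Across 36 tests (6 lists, 6 comparisons), camera called 5 at an adjusted p of 0.05, all of them of the 18 oligodendrocyte genes. Their median log2 fold change was 0.18 in p75NTRko-labelled libraries against WT (adjusted p 0.0363), -0.31 in 5xFAD/p75NTRko against 5xFAD (7.26e-08), -0.44 against p75NTRko (1.35e-11), -0.24 against WT (0.00156) and -0.43 for the interaction (2.37e-07). All 18 genes were lower in both 5xFAD/p75NTRko against 5xFAD and 5xFAD/p75NTRko against p75NTRko. None of the 5 held under fry or with an estimated correlation (0 past the threshold in each). Adjusted over the list alone, 5 oligodendrocyte genes passed against 5xFAD, 11 against p75NTRko, 1 against WT and 6 in the interaction, and 0 over all genes tested in each. The lists of disease-associated microglia (28 genes tested), homeostatic microglia (17), reactive astrocytes (21) and immediate early genes (22) passed in 0 of their tests. In 5xFAD against WT their medians were 0.05, 0.09, 0.01 and 0.08, with adjusted p-values of 0.703, 0.591, 0.703 and 0.558. Adjusted over the list alone, Spp1 (-1.28, 0.0461) and Olfml3 (1.15, 0.0137) passed in p75NTRko-labelled libraries against WT, Gfap in 5xFAD/p75NTRko against WT (-0.52, 0.0361) and Olfml3 in the interaction (-1.47, 0.0330), by edgeR, none of them over all genes tested.

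Gfap was 120 CPM ± 22.6 in WT and 102 ± 11.8 in 5xFAD, and Trem2 was 6.30 ± 0.878 and 5.27 ± 1.31 (SD, n = 3 each); neither differed in 5xFAD against WT by edgeR (adjusted p 0.446 and 0.631). Cst7, a marker of disease-associated microglia, did not pass the expression filter. It had 9, 5 and 9 counts in the 5xFAD libraries, 2, 0 and 0 in WT, 3, 0 and 8 in p75NTRko-labelled and 5, 1 and 3 in 5xFAD/p75NTRko-labelled libraries. All 5xFAD libraries thus lay above all of WT, which was at or under the limit of 3 counts. They overlapped both receptor-labelled genotypes. At so few counts and without a test of this gene, a rise in 5xFAD is neither shown nor ruled out.

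The chromosomal surroundings of Ngfr were examined because DNA next to a targeted gene can come from another strain. Within 10 Mb of Ngfr on the GRCm38.p6 RefSeq table, used here only for which genes are neighbours, 228 genes were tested besides Ngfr, and 0 passed the adjusted threshold in either receptor comparison by edgeR. At an unadjusted p under 0.05, a threshold chosen after the data were seen, 39 of them (17.1%) passed in p75NTRko-labelled libraries against WT, against 11.4% of genes elsewhere, and 19 (8.33%) in 5xFAD/p75NTRko against 5xFAD, against 5.05% elsewhere. One-sided hypergeometric p-values were 0.00751 and 0.0247. With a window of 5 Mb they were 0.000843 and 0.0923, and with 20 Mb 0.0502 and 0.135, so the excess in 5xFAD/p75NTRko against 5xFAD was under 0.05 at 10 Mb alone of the 3 windows. The comparison of 5xFAD/p75NTRko with WT gave 0.00620, while those in which the receptor label does not differ gave 0.736 (5xFAD against WT) and 0.898 (5xFAD/p75NTRko against p75NTRko). In the window, 9 genes had the same sign and an unadjusted p under 0.05 in both receptor comparisons and 1 had opposite signs, while of 12257 genes with a position elsewhere 39 had the same sign and 65 opposite signs. The 9 were Med1, Utp18, Snf8 and Mpp3, which were higher, and Mapt, Msl1, Stac2, Mbtd1 and C130046K22Rik, which were lower. Mapt, which encodes tau, fell by 0.48 in p75NTRko-labelled libraries against WT (adjusted p 0.120, edgeR) and by 0.46 in 5xFAD/p75NTRko against 5xFAD (adjusted p 0.159, edgeR), from 1605 CPM ± 143 in WT and 1616 ± 28.3 in 5xFAD to 1152 ± 59.1 and 1172 ± 82.3 (SD, n = 3 each), without passing the threshold. Genes of this window were singled out after their values were seen.

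**Figure D4:**
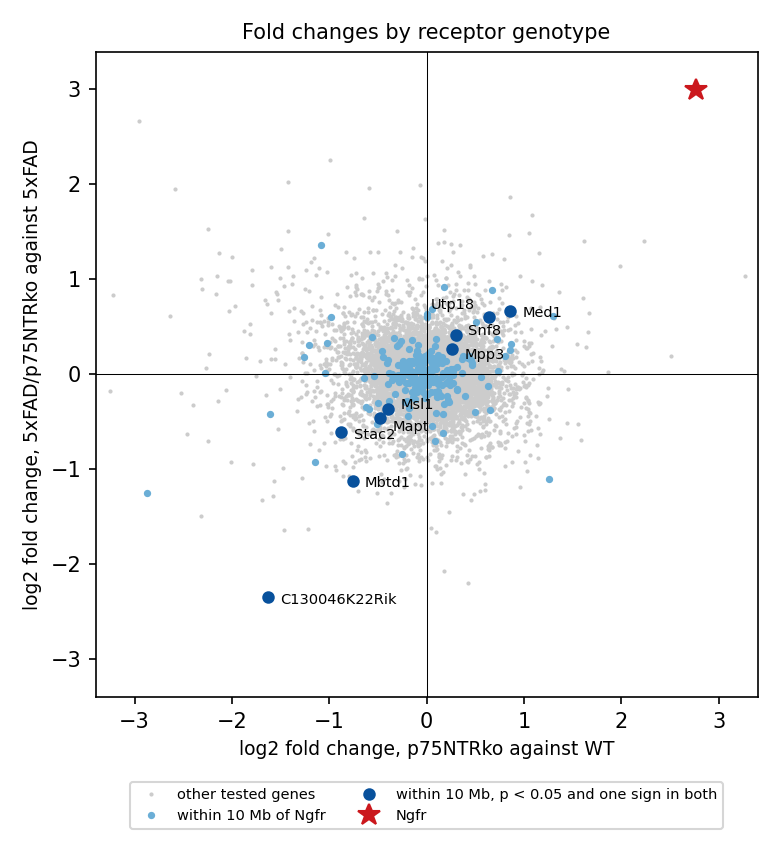
Log2 fold changes of 13056 tested genes in p75NTRko against WT (x axis) and in 5xFAD/p75NTRko against 5xFAD (y axis), by label; 9 genes beyond 3.4 log2 units on either axis are not drawn. Grey points are other genes, light blue points lie within 10 Mb of Ngfr, dark blue points are the 9 of those with an unadjusted p under 0.05 and the same sign in both, and the star is Ngfr, higher in both.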

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

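The tests in this part were chosen after the result was seen, except the regroupings of libraries. A difference between the genotypes in how they respond, tested as the interaction, singled out 5 genes and 1 gene list. In 100 random assignments of the 12 libraries to 4 groups, the real assignment among them, 5 gave at least as many genes as the real 5, and the most was 274, so a count of 5 genes was not rarer than 5% among assignments made without regard to genotype.

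The interaction was -16.15 on the log2 scale for Uty, -14.91 for Kdm5d, -14.59 for Ddx3y and -14.41 for Eif2s3y. These fitted values rest on genotypes at or near the limit of 3 counts, depend on the prior count and bound nothing. All 4 genes are Y-linked, and in all 12 libraries either Xist or the Y-linked genes were expressed and not both. The pattern followed sex: WT and 5xFAD/p75NTRko-labelled libraries were Xist-high, 5xFAD Xist-low, and p75NTRko-labelled libraries mixed, with 1 of 3 Xist-high, which an effect of the labelled genotype would not give. With Xist class as a term, the sign of 3 of the 4 genes reversed. Sex of the animals is not in the labels, so a candidate explanation is that animals of both sexes were used and fell unevenly over the genotypes.

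The interaction of Adra1b was 2.73: it fell in 5xFAD (past the threshold) and in p75NTRko-labelled libraries (not past it, adjusted p 0.117 by edgeR's test) against WT and stood higher in 5xFAD/p75NTRko-labelled libraries, the direction resting on labels that Ngfr runs against. Thalamus tissue carried along in dissection cannot be told apart from genotype: the interaction was 2.55 with a thalamus score in the fit, within its SE of 0.420 of the value without it, but no longer past the threshold (adjusted p 0.0916, in a range of 2.39e-07 to 0.998 over its alternatives), and the score itself parts WT from 5xFAD and from p75NTRko-labelled libraries. Sex cannot be told apart either: with Xist class in the fit it was 2.14, but that term rests on p75NTRko replicate 1 against replicates 2 and 3 alone. With the oligodendrocyte score it was 2.16. A biological interaction of both genotypes stays open. Those values set no lower limit on its size, and there may be none. Adra1b was highest in WT replicates 1 and 2 and 5xFAD/p75NTRko replicate 3 (74.0, 60.8 and 44.4 CPM). These libraries were also lowest on the first principal component. WT replicate 3 and 5xFAD/p75NTRko replicates 1 and 2 had 35.8, 39.1 and 19.3 CPM. Whether a source shared by the former libraries adds to the interaction was not tested.

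The median interaction of the 18 oligodendrocyte genes was -0.43, 17 of 18 negative. The estimated correlation between the genes of the list was 0.494 against the 0.01 assumed by camera, and no list passed with the estimate (0 past the threshold). With so high a correlation the 18 genes may behave as little more than a single measurement, and the small adjusted p of camera overstated the evidence. In 5xFAD/p75NTRko against p75NTRko, all 18 fell, as they would both with less white matter in the dissected tissue and with fewer or less active oligodendrocytes; these cannot be told apart, because either moves the list together and no measure of white matter apart from these genes is held. With the choroid plexus or the thalamus score as a term, the list still passed by camera in 5xFAD/p75NTRko against p75NTRko and against 5xFAD. Its median was -0.25 and -0.52 against p75NTRko (-0.44 without a score) and -0.30 and -0.36 against 5xFAD (-0.31 without). Against WT it passed with neither, at -0.080 and -0.14 (-0.24 without, adjusted p 0.228 and 0.136 by camera). Since camera overstated the evidence, these fits cannot decide whether choroid plexus or thalamus tissue accounts for the drop. The median stayed negative in each of them, and white matter was left open too.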

How the results depend on the processing

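Of the alternatives below, Xist class, the tissue scores and the oligodendrocyte score as terms, the removal of genes on X and Y and the unadjusted threshold near Ngfr were chosen after seeing the data. RLE size factors changed no count of genes called by more than 1.5 times. Unless a reason is given, the cause was not tested.

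The number of genes called was the least stable result, and most genes called lay close to the threshold. The counts were 7 in 5xFAD against WT, 0 in p75NTRko against WT, 5 in 5xFAD/p75NTRko against 5xFAD, 0 against p75NTRko, 0 against WT and 5 in the interaction. In this order they became 102, 54, 22, 20, 31 and 25 with DESeq2. Without a filter on low counts they became 44, 46, 14, 6, 16 and 15. Both of these alternatives were run on 18275 genes, but DESeq2 left 661 to 6386 of them without an adjusted p, depending on the comparison. DESeq2 also uses a different dispersion model, whose part in its counts was not tested. With only the compared genotypes in the fit, the first 3 were 19, 21 and 9, and 5xFAD/p75NTRko against WT gave 1. At an adjusted p of 0.1 they were 25, 5 and 9, with 7 in 5xFAD/p75NTRko against WT. A mean of at least 50 counts left 1 in 5xFAD/p75NTRko against 5xFAD and 3 in the interaction, in part because Ngfr and Kdm5d fall under that mean and were not tested.

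Terms in the fit moved the counts both ways. With Xist class as a term the counts were 0 in 5xFAD against WT, 1 in p75NTRko against WT, 0 in 5xFAD/p75NTRko against 5xFAD, 1 against p75NTRko and 1 in the interaction; the term takes up the difference between the sexes but rests on 3 libraries. Without genes on X and Y, 1 gene was left in 5xFAD against WT, 1 in 5xFAD/p75NTRko against 5xFAD and 0 in the interaction. Lost genes that lie on neither chromosome kept their fold changes, so the adjustment moved those calls. The choroid plexus score gave 1, 24, 1, 8 and 16 in the 5 comparisons other than 5xFAD/p75NTRko against WT, the thalamus score 1, 35, 3, 75 and 21, and the oligodendrocyte score 1 in 5xFAD against WT, 0 in 5xFAD/p75NTRko against 5xFAD, 1 against p75NTRko and 3 in the interaction.

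Leaving out 1 library at a time gave 1 to 57 genes in 5xFAD against WT, with 57 without WT replicate 3, 2 without 5xFAD replicate 3 and 1 without each other library. It gave 0 to 26 in p75NTRko against WT (26 without WT replicate 3, 6 without p75NTRko replicate 1, 3 without p75NTRko replicate 3) and 0 to 7 in 5xFAD/p75NTRko against 5xFAD (7 without 5xFAD/p75NTRko replicate 1 and 0 without each other library). It gave 0 to 25 against p75NTRko (25, 4 and 5 without 5xFAD/p75NTRko replicate 1, 5xFAD/p75NTRko replicate 2 and p75NTRko replicate 1) and 0 to 4 against WT (4 without WT replicate 3 or 5xFAD/p75NTRko replicate 1, 1 without WT replicate 2 or 5xFAD/p75NTRko replicate 3). The interaction had 3 to 20, with 20 without 5xFAD/p75NTRko replicate 2 and 3 without any 5xFAD library, p75NTRko replicates 2 or 3, or 5xFAD/p75NTRko replicate 1.

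The replicate numbers do not pair the libraries: deviations from the genotype means of libraries with the same number had an r of -0.42 to 0.14, with 2 of 18 pairs over 0.1. With the number as a replicate block, 1 gene was called in 5xFAD against WT, 0 in 5xFAD/p75NTRko against 5xFAD and 3 in the interaction, which leaves fewer degrees of freedom.

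Of 36 list tests, 5 passed; 0 did with fry, 0 with an estimated correlation, 2 with Xist class as a term, and 4 to 7 when 1 library was left out. With fry and with the estimated correlation the medians of the oligodendrocyte list stayed by construction at 0.18 in p75NTRko against WT, -0.31 in 5xFAD/p75NTRko against 5xFAD, -0.44 against p75NTRko, -0.24 against WT and -0.43 in the interaction, without passing. With Xist class the list no longer passed in p75NTRko against WT (0.15), 5xFAD/p75NTRko against 5xFAD (-0.30) and the interaction (-0.41). In p75NTRko against WT it did not pass with the choroid plexus score (0.098) or off X and Y (0.16), nor without WT replicates 1 or 2 or p75NTRko replicate 3 (0.16, 0.074 and 0.13). In 5xFAD/p75NTRko against WT it did not pass with the choroid plexus or the thalamus score (-0.080 and -0.14), nor without WT replicate 3 or 5xFAD/p75NTRko replicate 3 (-0.11 and -0.12). Over the fits that left out 1 library its medians were 0.074 to 0.34, -0.43 to -0.24, -0.56 to -0.32, -0.40 to -0.11 and -0.60 to -0.32 in the 5 comparisons.

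The neurogenesis list passed under no alternative. The sign of its median held in 17 of 17 alternatives in 5xFAD against WT and in p75NTRko against WT, in 16 of 17 in 5xFAD/p75NTRko against 5xFAD, in 13 of 17 against p75NTRko and against WT, and in 22 of 23 in the interaction. In 5xFAD against WT, 0.17 became 0.022 without WT replicate 2, 0.080 without WT replicate 1 and 0.11 without 5xFAD replicate 3 (range 0.022 to 0.22). In 5xFAD/p75NTRko against p75NTRko the median was -0.014 without a filter, -0.018 with the choroid plexus score, -0.014 without 5xFAD/p75NTRko replicate 1 and -0.083 without replicate 2. Against WT it was -0.0089 with the thalamus score and -0.024, -0.023 and -0.042 without WT replicate 3, WT replicate 2 and 5xFAD/p75NTRko replicate 2. With Xist class as a term it was 0.038 in 5xFAD/p75NTRko against 5xFAD and 0.022 in the interaction. Over the fits that left out 1 library it was 0.0086 (without WT replicate 3) to 0.080 in p75NTRko against WT, -0.088 (without 5xFAD/p75NTRko replicate 1) to -0.025 (without replicate 3) in 5xFAD/p75NTRko against 5xFAD, -0.083 to 0.070 against p75NTRko, -0.042 to 0.075 against WT and -0.18 (without p75NTRko replicate 1) to -0.052 (without 5xFAD replicate 2) in the interaction.

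The correlation of the receptor effects was -0.56 with Xist class as a term, -0.39 with the thalamus score, -0.087 off X and Y, -0.052 without a filter and -0.36 with a mean of at least 50 counts, and -0.32 (without 5xFAD/p75NTRko replicate 2) to -0.052 (without replicate 3) when 1 library was left out. That of the transgene effects was -0.54, -0.38, -0.00036, -0.044 and -0.25 in the same order and 0.023 with the choroid plexus score, and -0.29 (without 5xFAD/p75NTRko replicate 2) to -0.0084 (without replicate 3) when 1 library was left out, with -0.011 without 5xFAD/p75NTRko replicate 1 and -0.23 without p75NTRko replicate 1. That of 5xFAD against WT with 5xFAD/p75NTRko against 5xFAD was -0.81 with Xist class as a term and -0.68 to -0.37 when 1 library was left out, lowest in size without 5xFAD/p75NTRko replicate 1 and -0.43 without replicate 3. Xist class as a term adds a shared error to these effects by construction.

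Near Ngfr, the 0 genes called in p75NTRko against WT and in 5xFAD/p75NTRko against 5xFAD became 1 in each at an adjusted p of 0.1, and 39 and 19 at an unadjusted p of 0.05. Windows of 5 and 20 Mb left both at 0. At the unadjusted threshold the excess in p75NTRko against WT had a hypergeometric p of 0.000843, 0.00751 and 0.0502 with windows of 5, 10 and 20 Mb, and that in 5xFAD/p75NTRko against 5xFAD 0.0923, 0.0247 and 0.135.

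Single genes kept their direction and side of the threshold in 736 fits, were no longer past it in 143, came past it in 33 and changed sign in 48. Adra1b in the interaction was no longer past it in 16 of 22 alternatives, Adra1b and Slc38a2 in 5xFAD against WT in 11 of 17 each, Thy1 in that comparison in 10 of 17, Ngfr in 5xFAD/p75NTRko against 5xFAD in 10 of 16, and Ide in 5xFAD against WT in 1 of 17 (Xist class as a term). Ide in 5xFAD/p75NTRko against 5xFAD was no longer past it in 8 of 17: with Xist class or the oligodendrocyte score as a term, with the replicate block, and without any library but 5xFAD/p75NTRko replicate 1, while its log2 fold change stayed at -0.96 to -0.82 when 1 library was left out.

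With Xist class as a term, which absorbs Y-linked expression, Uty and Eif2s3y were -1.53 and -2.52 in 5xFAD against WT, Uty, Eif2s3y and Ddx3y 1.63, 1.34 and 0.22 in 5xFAD/p75NTRko against 5xFAD, and Uty, Kdm5d and Eif2s3y 3.404, 1.27 and 4.39 in the interaction. Under the same term Trem2 was -0.044 in p75NTRko against WT and 0.13 in 5xFAD/p75NTRko against p75NTRko, and in the interaction Ngfr was -0.17 and Gfap 0.24.

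The other changes of sign concerned genes not past the threshold in that comparison. With the choroid plexus score, Ngfr was -0.053 in 5xFAD against WT, Ngfr and Trem2 were -0.068 and 0.0095 in 5xFAD/p75NTRko against p75NTRko, and Ngfr and Thy1 -0.015 and -0.11 in the interaction. With the thalamus score, Ngfr was -0.21 in 5xFAD against WT. With the oligodendrocyte score, Dcx was 0.015 in p75NTRko against WT, App 0.14 in 5xFAD/p75NTRko against 5xFAD, Ngfr -0.32 against p75NTRko, Trem2 -0.022 against WT, and in the interaction Ngfr, Thy1, App, Gfap and Trem2 were -0.70, -0.34, 0.11, 0.29 and -0.035.

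Leaving out 1 library changed the sign of Ngfr in 5xFAD against WT without WT replicate 3 (-0.33) and 5xFAD replicate 1 (-0.33; range -0.33 to 1.004). In p75NTRko against WT it changed that of App without WT replicate 2 (-0.022; range -0.022 to 0.23) and Trem2 without p75NTRko replicate 3 (-0.034). In 5xFAD/p75NTRko against 5xFAD, Thy1 was 0.093, 0.10 and 0.17 without 5xFAD replicates 1 and 2 and 5xFAD/p75NTRko replicate 1 (range -0.42 to 0.17) and App 0.018, 0.0079 and 0.050 without 5xFAD replicate 1 and 5xFAD/p75NTRko replicates 1 and 3. Against p75NTRko, Trem2 was 0.12 and 0.063 without p75NTRko replicate 3 and 5xFAD/p75NTRko replicate 3 (range -0.089 to 0.12). In the interaction, without WT replicate 2, Ngfr, Thy1 and App were -0.62, -0.012 and 0.014, with a range of -0.62 to 0.71 for Ngfr. Thy1 was -0.23 and -0.18 without 5xFAD replicate 3 and 5xFAD/p75NTRko replicate 2 (range -0.23 to 0.36), and Gfap 0.019, 0.014, 0.0055 and 0.014 without WT replicate 1, 5xFAD replicate 3, p75NTRko replicate 3 and 5xFAD/p75NTRko replicate 3.

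Depth limits the genes at few counts: Ngfr had 1 to 12 counts in libraries without the receptor label, so its fold changes are imprecise, and genes such as Cst7 and Top2a had under 50 counts in every library.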

Other observations

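Of the tests in this part, the calls near Ngfr at the adjusted threshold, the regroupings of libraries, the correlation with sex and the test of the Thy1 levels were chosen before their results were seen, and all others after.

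Ngfr was higher in all 6 libraries with the receptor label than in all 6 without, with a lowest value of 5.94 CPM in the former. Sex was argued against, since Ngfr was higher by 3.15 on the log2 scale in 5xFAD/p75NTRko against WT, where all libraries were Xist-high. Choroid plexus tissue was also argued against, since the change in p75NTRko-labelled libraries against WT was 2.92 with a choroid plexus score in the fit. An exchange of the receptor labels across all 12 libraries and an altered transcript of the targeted allele that keeps its 3′ end cannot be told apart: both give the separation seen (exact permutation p of 0.00216, lowest labelled library at 5.94 CPM), and reads across the targeted exons were not analysed here. A biological rise of Ngfr was not tested.

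Genes within 10 Mb of Ngfr carried an excess of small unadjusted p-values, which in 5xFAD/p75NTRko against 5xFAD was not past 0.05 in windows of 5 and 20 Mb (hypergeometric p 0.0923 and 0.135). At the adjusted threshold 0 genes within 10 Mb passed in p75NTRko-labelled libraries against WT, where no gene passed anywhere, and 0 in 5xFAD/p75NTRko against 5xFAD, where 4 other genes with a position passed, too few to decide anything for a window of 228 genes. Those windows held 39 and 19 genes with an unadjusted p under 0.05. Of the 228, 3.95% had an unadjusted p under 0.05 with the same sign in both receptor comparisons, while in 122 tiles of 20 Mb elsewhere, each with at least 30 genes, the highest share was 2.38%, so 0% of tiles reached the share near Ngfr. Sex was argued against, as 5xFAD against WT, which parts the Xist classes completely, gave a hypergeometric p of 0.736 in the window. A candidate explanation is DNA of another strain linked to the targeted allele. If so, differences of Med1, Mapt and the other genes of the window may belong to that DNA and not to the receptor, and the receptor labels would at least follow a real difference at this locus, whichever way round they are. Top2a and Gfap, reported above as list members, also lie within 10 Mb of Ngfr. On the log2 scale Gfap changed by -0.22 in p75NTRko against WT and by -0.29 in 5xFAD/p75NTRko against 5xFAD. Top2a changed in opposite directions, by 1.25 and -1.10.

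Thy1 was higher by 1.86 on the log2 scale in 5xFAD/p75NTRko against WT, which argues against sex as the cause of its rise in carriers. Its lower level in 5xFAD replicate 3 and 5xFAD/p75NTRko replicate 1 was not shared: of 1060 genes above 200 CPM, 0 others were as far below the other 4 carriers in both, by the 0.84 log2 units that part the levels of Thy1. Depth and normalization of those libraries were thereby argued against. Differences in transgene dose or expression between animals were not tested.

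Ide was higher in all 3 5xFAD libraries. Sex was argued against, since the Xist-low p75NTRko-labelled libraries differed from WT by -0.10 on the log2 scale. The smaller change of 0.28 in 5xFAD/p75NTRko against p75NTRko argued against the transgenes as the whole cause, though the interaction did not pass the threshold. A part stays open, since all 5xFAD/p75NTRko libraries (30.1 to 36.2 CPM) lay above every library without the transgenes (at most 28.5 CPM). A difference in copy number or haplotype around Ide in the 5xFAD animals cannot be told apart from a response to genotype: of 7 neighbours within 0.5 Mb, 4 (Fgfbp3, Exoc6, Cpeb3 and Btaf1) rose in 5xFAD against WT and fell in 5xFAD/p75NTRko against 5xFAD, against 31.6% of genes elsewhere (probability 0.148). With an unadjusted p under 0.05 in both, 1 did, Fgfbp3, against 1.497% elsewhere (probability 0.1002). Such a count of 7 neighbours is too small to decide.

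Adra1b and Slc38a2 were lower in 5xFAD than in WT. Thalamus tissue cannot be told apart from genotype for either: the changes were -1.75 and -0.67 once a thalamus score was in the fit, close to those without it, but no longer past the threshold (adjusted p 0.158 for both, in ranges of 7.35e-07 to 0.949 and 1.85e-05 to 0.949 over their alternatives), and the score parts WT from 5xFAD completely. Sex as the whole cause was argued against for Slc38a2, which was lower, with a log2 fold change of -0.54 (adjusted p 0.139 by edgeR) in 5xFAD/p75NTRko against WT, where all libraries were Xist-high: 210.4 to 267.8 CPM against 328 to 352. A part of its change may still belong to sex, as it was -0.42 with Xist class in the fit. For Adra1b no value decides: its change was -0.73 (adjusted p 0.472 by edgeR) in 5xFAD/p75NTRko against WT, with overlapping libraries, and in 5xFAD against WT it was -1.49 with Xist class in the fit, a term that rests on p75NTRko replicate 1 against 2 others.

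The 1812 genes with an unadjusted p under 0.05 in 5xFAD against WT may owe part of their number to sex. Off X and Y, fold changes between Xist-low and Xist-high p75NTRko-labelled libraries had an r of 0.0706 with those of 5xFAD against WT, the highest of the 3 ways to set 1 p75NTRko-labelled library against 2, as that explanation predicts. The others gave 0.0182 and -0.10. Being the highest of 3 values happens by chance in 1 of 3 cases, so this correlation cannot tell sex from genotype. 5xFAD/p75NTRko against 5xFAD also parts the Xist classes completely, but had 664 such genes against 653 by chance. 5xFAD/p75NTRko against WT, with a single class, had 1300 such genes. Sex as the whole source of the excess was thereby argued against, while a part was left open.

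Choroid plexus markers varied both within and between genotypes. All 18 were higher in 5xFAD/p75NTRko replicate 1 than in replicates 2 and 3, and Ttr ranged over 6.93 log2 units within that genotype, which genotype cannot give. In the other genotypes the range was smaller than the 3.55 units between genotype means: 3.397 in 5xFAD, 1.32 in WT and 0.71 in p75NTRko-labelled libraries. Genotype as the whole source was thereby argued against, while a part of it in the differences between genotype means was not tested. Choroid plexus tissue carried along in dissection is a candidate explanation. The mean thalamus score was 4.58 in WT, 3.84 in 5xFAD, 3.53 in p75NTRko-labelled and 3.99 in 5xFAD/p75NTRko-labelled libraries.

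Every comparison of genotypes was set against the other splits of its 6 libraries, of which 10 exist. As many genes as the real split were given by 1 split in 5xFAD against WT (the real one), 10 in p75NTRko against WT, 2 in 5xFAD/p75NTRko against 5xFAD, 10 against p75NTRko and 10 against WT. With 10 splits none of these shares can fall under 0.1, and where the real count was 0 every split gives as many. In 5xFAD/p75NTRko against 5xFAD the other split set 5xFAD replicates 1 and 2 and 5xFAD/p75NTRko replicate 1 against the rest, in the order of Ttr, and called 7 genes, 3 of them choroid plexus markers. In 5xFAD/p75NTRko against WT, WT replicates 1 and 2 with 5xFAD/p75NTRko replicate 3 against the rest called 1093 genes, 2 of them choroid plexus markers, more than any comparison of genotypes; these libraries had the lowest scores on the first principal component. The source of that difference was not tested.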
